# Grazing Affects Exosomal Circulating MicroRNAs in Cattle

**DOI:** 10.1371/journal.pone.0136475

**Published:** 2015-08-26

**Authors:** Susumu Muroya, Hideki Ogasawara, Masayuki Hojito

## Abstract

Circulating microRNAs (c-miRNAs) are associated with physiological adaptation to acute and chronic aerobic exercise in humans. To investigate the potential effect of grazing movement on miRNA circulation in cattle, here we profiled miRNA expression in centrifugally prepared exosomes from the plasma of both grazing and housed Japanese Shorthorn cattle. Microarray analysis of the c-miRNAs resulted in detection of a total of 231 bovine exosomal miRNAs in the plasma, with a constant expression level of let-7g across the duration and cattle groups. Expression of muscle-specific miRNAs such as miR-1, miR-133a, miR-206, miR-208a/b, and miR-499 were undetectable, suggesting the mildness of grazing movement as exercise. According to validation by quantitative RT-PCR, the circulating miR-150 level in the grazing cattle normalized by the endogenous let-7g level was down-regulated after 2 and 4 months of grazing (*P* < 0.05), and then its levels in housed and grazing cattle equalized when the grazing cattle were returned to a housed situation. Likewise, the levels of miR-19b, miR-148a, miR-221, miR-223, miR-320a, miR-361, and miR-486 were temporarily lowered in the cattle at 1 and/or 2 month of grazing compared to those of the housed cattle (*P* < 0.05). In contrast, the miR-451 level was up-regulated in the grazing cattle at 2 months of grazing (*P* = 0.044). The elevation of miR-451 level in the plasma was coincident with that in the *biceps femoris* muscle of the grazing cattle (*P* = 0.008), which suggests the secretion or intake of miR-451 between skeletal muscle cells and circulation during grazing. These results revealed that exosomal c-miRNAs in cattle were affected by grazing, suggesting their usefulness as molecular grazing markers and functions in physiological adaptation of grazing cattle associated with endocytosis, focal adhesion, axon guidance, and a variety of intracellular signaling, as predicted by bioinformatic analysis.

## Introduction

Grazing is being promoted over pen confinement to improve animal welfare, and potentially has an influence on the physiology of cattle and hence beef quality by the intermittent movements involved. In Holstein and Japanese black cattle, grazing was found to affect metabolic properties and the fiber-type composition of their skeletal muscles [1, 2]. The oxidative properties of muscle in grazing Charolais steers was shown to be altered as a result of increased mobility and a grass (vs. maize silage) diet on pasture [3]. Activities of oxidative enzymes, isocitrate dehydrogenase and citrate synthase, were found to be higher in muscles from grazing animals, demonstrating a plasticity of muscle metabolism according to the production and feeding system [4]. To improve cattle production system for the better animal welfare and beef quality, it is essential to explore biomarkers to distinguish extensive beef production.

In grazing cattle, microRNAs (miRNAs) are expected to modulate gene expression in muscles, as grazing affects muscle properties. MiRNAs are highly conserved, noncoding small RNAs that regulate the expression of target genes in various biological processes, including myogenesis. Transcribed pri-miRNAs are processed into pre-miRNAs and finally into mature miRNAs that recognize target genes as components of the RNA-induced silencing complex (RISC), resulting in mRNA degradation or destabilization. Recent studies of muscle-specific miRNAs such as miR-1, miR-133a/b, miR-206, and miR-208b have indicated their roles in the development or specification of skeletal muscle [5–7]. Some miRNAs are suggested to mediate muscle adaptations in response to exercise [8–10], immobilization [11], and amino acid intake as diet [12], as well as muscle disorders [13–15]. We recently reported that miR-206 and miR-208b expressions in the *biceps femoris* (BP) muscle of grazing Japanese Shorthorn cattle were elevated after 4 months of grazing; these miRNAs are associated with temporary down-regulation of MyoD and fast-type myosin heavy chain isoform [16], which could be associated with conversion of the bovine skeletal muscle type with miRNA profile [17].

MiRNAs could be released from a variety of tissues in response to the phenotypic changes for physiological adaptation [15]. It has been well studied, especially regarding disease, that some miRNAs are secreted from cells into circulation or taken from circulation into cells. Serum levels of miR-1, miR-133a/b, and miR-206 are increased in patients of human Duchenne muscular dystrophy [18, 19] and of rhabdomyosarcoma tumor [20], and that the miR-21 level is affected in various types of cancers [21–24]. Furthermore, the circulating level of miR-144 is increased in type 2 diabetic humans as well as rat model, and this elevation is negatively correlated with insulin receptor substrate 1 in insulin-responding tissues including skeletal muscles [25]. Besides serum and plasma, growing evidence has shown that miRNAs are present in various human body fluids including breast milk, urine, and saliva. A large part of those circulating miRNAs (c-miRNAs) are packed in extracellular microvesicles with diameters ranging from 30 to 100 nm, namely exosomes [26], which thereby make them resistant to low pH and RNase degradation [27] and available as potential diagnostic biomarkers.

C-miRNAs are also associated with physiological conditions in exercise as well as pathology [28]. A single bout of exhaustive cycling or rowing training for 90 days elevated plasma miR-20a, miR-21, miR-146a, miR-221, and miR-222 levels [29], whereas a single bout of cycling exercise at 70% VO_2 max_ for 60 min decreased the circulating level of miR-486 immediately after the exercise [30]. Moreover, circulation levels of miR-1, miR-133a/b, and/or miR-208b significantly increased during early recovery of muscle-damaging downhill walking in healthy subjects [31] and in the 3-h period following a non-muscle-damaging single bout of cycling [32], suggesting that the profile of c-miRNAs are affected by the mode and intensity of the exercise.

Diet and environmental stress also potentially cause changes in physiological conditions of cattle during grazing. C-miRNAs could be useful biomarkers to characterize grazing cattle with higher welfare and beef quality. In the present study, we hypothesized that grazing, accompanied by alteration of physiological conditions, would affect the c-miRNA profile in cattle and thereby could be characterized by specific c-miRNAs as biomarkers. The objective of this study was to identify exosomal c-miRNAs that are changed in cattle by grazing on pasture, to elucidate the roles of c-miRNAs in the physiological adaptation and muscle formation of grazing cattle.

## Results

### RNA composition in bovine plasma exosomes

Animal management and sample collection were conducted as illustrated in Fig 1. In the present study, plasma exosomes of grazing cattle were prepared for analysis of c-miRNAs in exosomes without cellular RNAs by an ultracentrifugal method based on a method of Rani *et al* [33], and the c-miRNAs in the plasma samples were successfully profiled. Representative plasma exosomes were globular and approximately 60 nm in diameter as shown in Fig 2A, and contained a CD9 protein known as an exosome marker (Fig 2B). The total RNA samples prepared from the plasma exosomes exclusively consisted of small RNAs, but did not include ribosomal 18s and 28s or other long RNAs such as mRNAs, whereas total muscle RNAs contained ribosomal 18s and 28s RNAs and mRNAs as major components (Fig 3).

**Fig 1:**
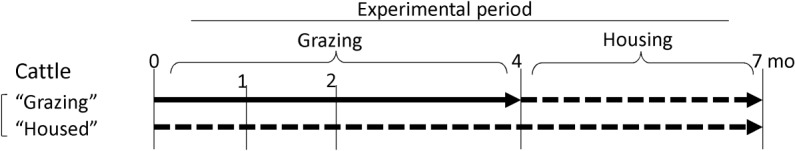
Scheme of the experimental period for investigation of gene expression in grazing JSH cattle. Solid and broken lines indicate grazing and housing of cattle, respectively.

**Fig 2:**
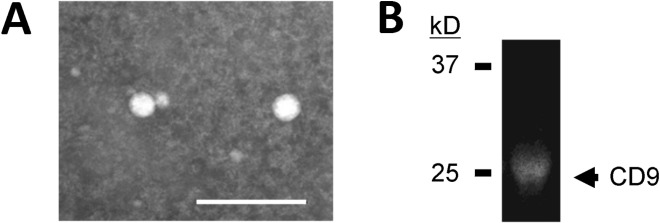
Properties of bovine plasma exosomes isolated by ultracentrifugation. (A) Representative transmission electron microscopic images of bovine plasma exosomes. The bar indicates 200 nm. (B) Detection of CD9 protein in bovine plasma exosomes by immunoblotting.

**Fig 3:**
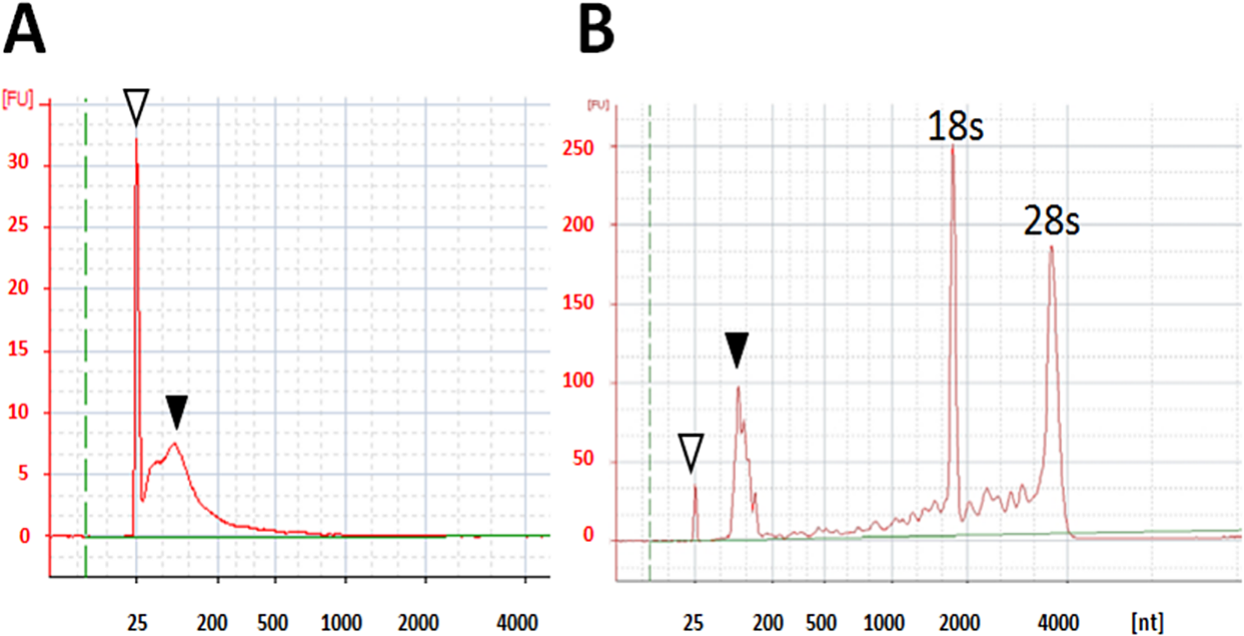
Representative electropherogram of RNA samples prepared from bovine plasma exosome (A) and skeletal muscle (B) Open and closed triangles indicate peak front and small RNA, respectively.

### Plasma exosomal miRNA profiles of grazing cattle

Using the plasma exosomal RNA mixture of 3 steers for each time point in the grazing or housed group, we conducted microarray analysis of the plasma exosomal c-miRNAs in cattle, to overview grazing-induced changes in the c-miRNA profile (S1 Table). 

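Each of the 8 arrays held 1 pool of plasma exosomal RNA from 3 steers, 1 array for each feeding group at 0, 1, 2 and 4 mo. No group and month had a second array, so none of the array values has a replicate error. The arrays were of the 1-colour kind, on which RNA carrying a single dye binds the probes and the brightness of each spot is read. Each array carried 29760 spots for 744 bovine miRNAs, 40 spots per miRNA over 1617 probes in all, and 0 spots were saturated. The authors deposited the scanner software's output, in which background-subtracted brightness is summed into 1 total signal per miRNA, with an error estimate and a flag for detection. The error estimate was, as the median over detected miRNAs, between 8.81% and 9.86% of the signal, and it covers the spots of 1 array, not the differences between animals. The summed signal of the detected miRNAs was 157696 at 0 mo, 84288 at 1 mo, 62438 at 2 mo and 90951 at 4 mo on the arrays labelled housed. On the arrays labelled grazing it was 57316, 45507, 63558 and 51625 at the same months. Each signal was divided by the 90th percentile of its array over all 744 miRNAs, as the methods name a 90 percentile, and these percentiles lay between 31.2 and 109. Undetected miRNAs were set to a floor of 0.114 of that scale, and detected values below it were raised to it (104 of 1398), before log2 was taken. All 8 arrays lay on 1 slide, with the arrays labelled housed in column 1, those labelled grazing in column 2, and the months in rows 1 to 4, so position on the slide and feeding group or month cannot be told apart.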

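The deposited sample labels and S1 Table name the feeding groups in opposite ways. For each array, the signals of the probes above 3 times their own error were summed per miRNA and compared with every raw column of S1 Table. On the array labelled housed 0 mo, 226 of 226 detected miRNAs lay within 1% of the column G-1, and on the array labelled grazing 0 mo, 167 of 167 lay within 1% of the column headed A-1, the H-1 of the legend. Over the 8 arrays every detected miRNA was matched in 1 column, against at most 12 in any other. The columns G-1 to G-4, grazing by the legend, were thus the arrays labelled housed at 0, 1, 2 and 4 mo, and the columns H-1 to H-4 those labelled grazing. Each array is named here by its deposited label with its S1 Table column, and a direction between the groups that is read by the labels is the opposite one when read by the columns.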

Totally 231 miRBase-registered bovine miRNAs were detected in the exosome samples. 

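The detection flag was set on at least 1 of the 8 arrays for 231 of the 744 bovine miRNAs. It was set for 226 miRNAs on the array labelled housed 0 mo (G-1), which also had the highest summed signal, and for 149 to 185 on each of the other arrays. Of the 231, 25 were detected on that array alone and 5 on the array labelled grazing 0 mo (H-1) alone. Detected on all 8 arrays were 143 miRNAs, the smallest count under any of the detection rules tried. The lowest signal with a detection flag lay between 3.28 and 4.10 on each array.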

The c-miRNA profile of the housed cattle at time 0 showed that the top 20 miRNAs comprised 84.38% of the total miRNAs, of which the most and second-most abundant were miR-2478 (33.68%) and miR-1260b (9.49%), respectively (Fig 4). Also present were miR-1777b (6.71%), miR-1777a (4.88%), miR-1246 (4.42%), miR-126-3p (2.44%), miR-2305 (2.07%), miR-1584-5p (1.90%), miR-2413 (1.74%), miR-4286 (1.58%), miR-1224 (1.56%), and miR-451 (1.41%). 

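The share of each miRNA was its total signal over the summed signal of the detected miRNAs of the same array. Probes differ in how strongly they bind, so a share describes signal and not numbers of molecules. On the array labelled grazing 0 mo (H-1), the 20 most abundant miRNAs held 84.3% of the signal, with an error estimate of 3.08 percentage points. There miR-2478 held 33.6% (error estimate 2.81), miR-1260b 9.48% (0.793) and miR-2412 6.98% (0.494). For the array labelled housed 0 mo (G-1), the 20 most abundant held 81.7% (2.64), and the first was again miR-2478, with 24.0% (1.97). The second on that array was miR-2412 with 21.7% (1.53), ahead of miR-1260b with 7.07% (0.584). Both top 20 shares differed by less than their error estimates, whereas the shares of miR-2478 and miR-2412 differed by more than theirs. The lists of the 20 most abundant shared 18 miRNAs. With normexp background correction of the spot signals, the top 20 share was 77.5% on the array labelled grazing 0 mo and 77.9% on the array labelled housed 0 mo. The probe of miR-2478, TGGTGTCAGAAGTGGG, is placed by the array design at bases 28046330 to 28046344 of chromosome 9 of UMD_3.1.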

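Shares on the array labelled grazing 0 mo (H-1) were 6.70% for miR-1777b, 4.87% for miR-1777a, 4.42% for miR-1246, 2.44% for miR-126-3p and 2.07% for miR-2305. They were 1.89% for miR-1584-5p, 1.74% for miR-2413, 1.58% for miR-4286, 1.55% for miR-1224 and 1.41% for miR-451. For the array labelled housed 0 mo (G-1), miR-1777b held 3.56%, miR-1777a 3.06%, miR-1246 3.33%, miR-126-3p 3.86% and miR-2305 1.82%. The remaining shares on that array were 1.22% for miR-1584-5p, 1.06% for miR-2413, 1.48% for miR-4286, 1.25% for miR-1224 and 1.52% for miR-451. For miR-1777b the error estimates were 0.476 and 0.253 percentage points, and for miR-451 0.136 and 0.148, so that the former differed between the arrays by more than the error estimate and the latter by less.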

Muscle-specific miRNAs such as miR-1, miR-133a, miR-206, miR-208b, and miR-499 were not significantly detected in the plasma exosomes across all samples (i.e., grazing and housed during experiment) except for miR-486 (0.18%) and a trace of miR-133b (< 0.001%).

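Among miR-1, miR-133a, miR-133b, miR-206, miR-208a, miR-208b and miR-499, the detection flag was set for miR-133b on 2 of the 8 arrays and for the other 6 on 0. The signal of miR-133b was 5.15 (error estimate 1.91) on the array labelled housed 0 mo (G-1) and 6.51 (2.07) on the array labelled housed 1 mo (G-2). Its share there was 0.00327% and 0.00773%. Its probe lies at bases 24312381 to 24312398 of chromosome 23 of UMD_3.1. The signal of miR-206 reached at most 2.84 times its error estimate, and that of miR-1 at most 1.81 times. By the flag for spots well above background, required for most of the spots of a miRNA, 0 of the 7 were detected on any array. miR-486 was detected on all 8 arrays, with shares from 0.164% on the array labelled housed 0 mo to 0.342% on the array labelled housed 4 mo (G-4), and 0.177% on the array labelled grazing 0 mo (H-1).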

**Fig 4:**
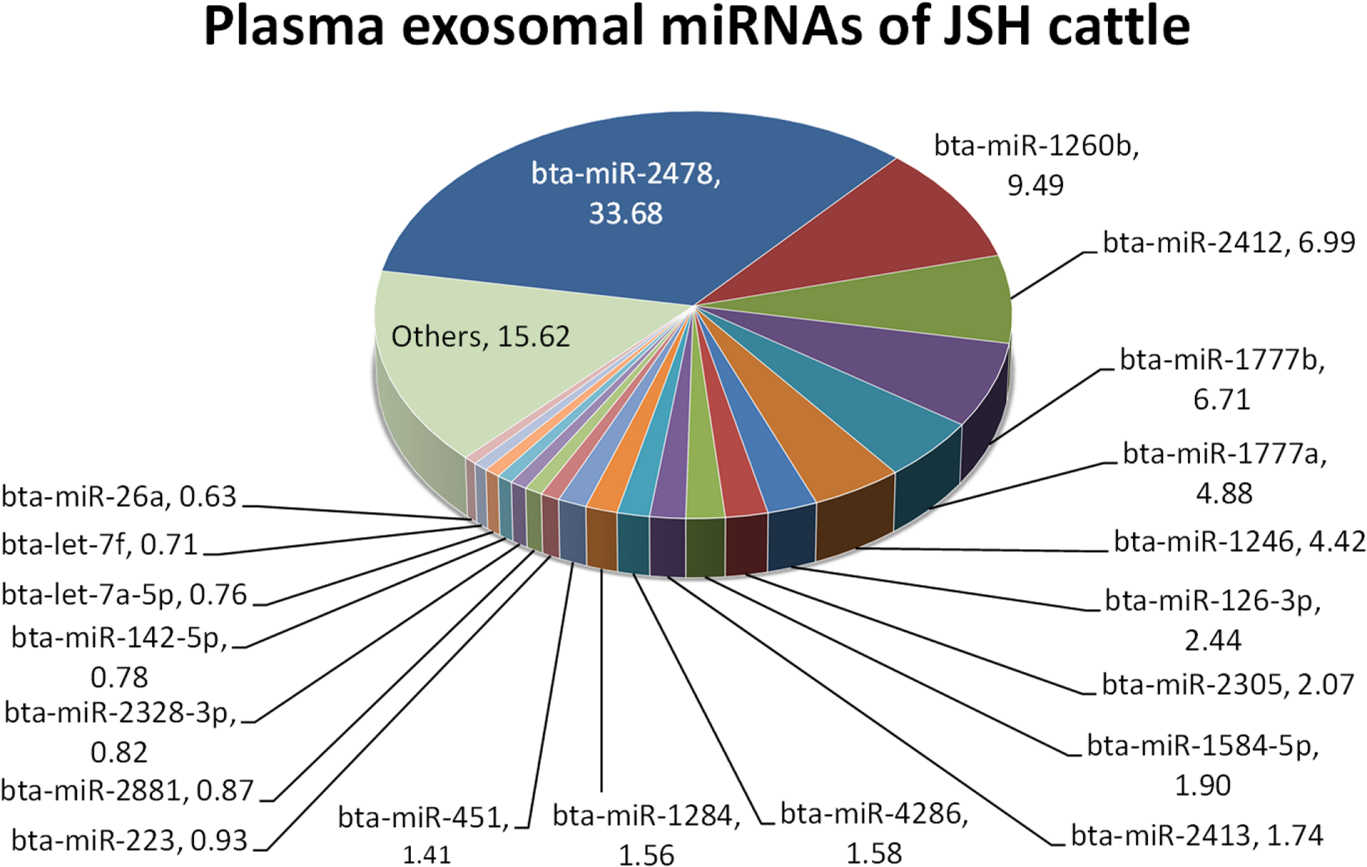
MicroRNA composition of bovine plasma exosome. MicroRNA (miRNA) names and percentages of total miRNA contents are indicated.

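At time 0, 82 miRNAs had a scaled signal on the array labelled grazing (H-1) between 0.5 and 2 times that on the array labelled housed (G-1) and a raw signal above 30 on both. All 82 were detected on all 8 arrays. When the raw signal had to pass 30 on only 1 of these arrays, 127 miRNAs passed. The range of 0.5 to 2 is the same in both directions, so neither count depends on which array is grazing. Without scaling, 17 miRNAs passed.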

Of the 231 c-miRNAs, 131 miRNAs with a high level of raw signal intensity (> 30.0) and insignificant difference between cattle groups at time 0 were applied to hierarchical clustering. Among those miRNAs, the normalized expression level of let-7g, which employed a mixture of samples from 3 grazing or housed cattle for each time point, was stable in each cattle group during the experimental period without apparent difference between the cattle groups (S1 Fig). Therefore, we employed the let-7g level as the normalizing factor for further qRT-PCR analysis in this study.

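The signal of let-7g was 632 (error estimate 46.9) on the array labelled housed 0 mo (G-1) and 203 (15.1) on the array labelled grazing 0 mo (H-1). After scaling, its log2 change from 0 mo was 0.15 at 1 mo, 0.16 at 2 mo and 0.24 at 4 mo on the arrays labelled housed. On the arrays labelled grazing it was 0.17, -0.03 and 0.08. The error estimate of such a change was 0.15, so the largest, 0.24, exceeded it by less than the estimate itself. Between the groups, labelled grazing minus labelled housed was -0.22 at 0 mo, -0.19 at 1 mo, -0.40 at 2 mo and -0.38 at 4 mo, each with an error estimate of 0.15, so at 2 and 4 mo the difference exceeded 2 times that estimate. The difference depended on the processing, and with quantile normalization it was 0.11, -0.05, -0.42 and -0.09. With normexp correction it was -0.66, -0.62, -0.28 and -0.71, and without scaling -1.64, -1.61, -0.26 and -1.65. At 2 mo it was thus below 0 in all of these. Without scaling, the largest change from 0 mo was 0.95. The other scalings and signals gave a largest change from 0 mo between 0.18 and 0.35. The probe of let-7g lies at bases 49189346 to 49189365 of chromosome 22 of UMD_3.1.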

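By the sign of the mean log2 change at 1, 2 and 4 mo from the own 0 mo array, 34 of the 82 miRNAs that passed the filter in both groups increased in both groups and 24 decreased in both. A further 18 increased on the arrays labelled grazing (H) and decreased on those labelled housed (G), and 6 did the opposite. The last 2 counts are exchanged when the groups are read by the columns of S1 Table. The sign was the same in both groups for 58 of 82 miRNAs, 70.7%, where chance gives 50%. Across these miRNAs, which are not independent replicates, the mean changes of the groups correlated with a Pearson r of 0.63. The median share of G and C bases in the probes was 76.0% for the miRNAs decreased in both groups. For those increased in both it was 47.2%, so the agreement may reflect the probes and is not shown to come from the animals. When a mean change of at least 0.5 in both groups was required, 12 miRNAs decreased in both, and 0 met each of the other 3 descriptions. With each array scaled to let-7g, or to its 75th percentile, 18 miRNAs increased in both groups.

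**Figure D1:**
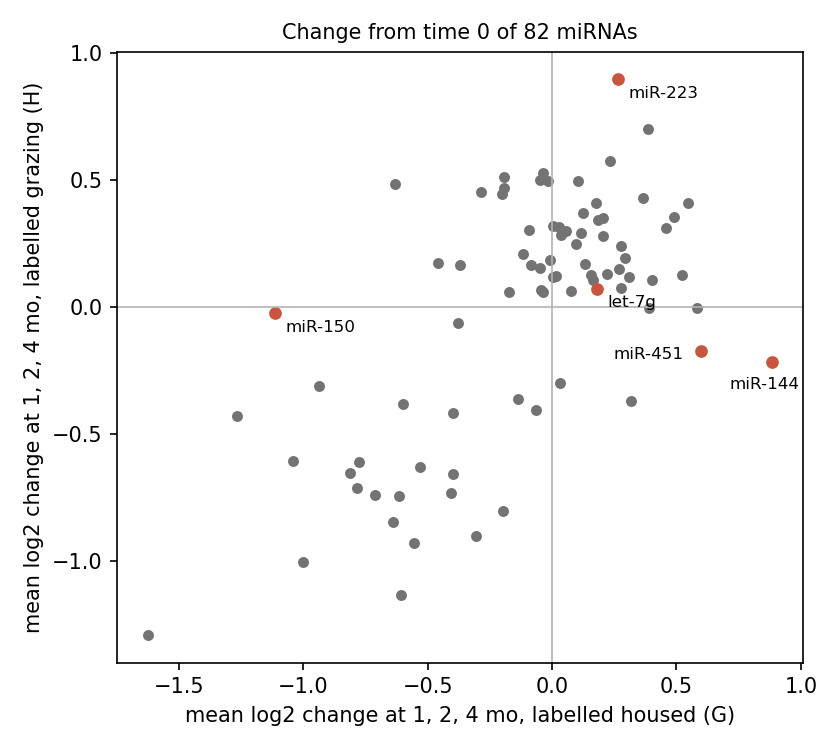
Mean log2 change from time 0 over 1, 2 and 4 mo on the arrays labelled housed (horizontal) and on those labelled grazing (vertical), 1 point for each of 82 miRNAs. miR-144 lies at 0.88 and -0.21, miR-451 at 0.60 and -0.17, miR-150 at -1.12 and -0.02, miR-223 at 0.27 and 0.90 and let-7g at 0.18 and 0.07.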

A heatmap of the 131 c-miRNAs showed that these miRNAs can be clustered into primarily 4 clusters according to the changes in their levels in grazing and housed cattle during the first 4 months (duration of grazing): (1) increase in both cattle groups, (2) decrease in both cattle groups, (3) increase in the grazing and decrease in the housed, (4) decrease in the grazing and increase in the housed (Fig 5). In this overview, it was noted that the only miRNAs that were observed to increase in the grazing but not in the housed cattle were miR-144 and miR-451, whereas there were many more miRNAs with an increasing tendency in the housed but not in the grazing, such as miR-150 and miR-223.

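On the arrays labelled housed (G-2, G-3 and G-4, against G-1), the log2 change of miR-144 was 0.72 at 1 mo, 0.81 at 2 mo and 1.11 at 4 mo, and that of miR-451 was 0.40, 0.55 and 0.85. On the arrays labelled grazing (H-2, H-3 and H-4, against H-1), miR-144 changed by 0.15, -0.64 and -0.15, and miR-451 by 0.17, -0.59 and -0.09. The sets of arrays were farthest apart at 2 mo. The mean change labelled grazing minus that labelled housed was -1.10 for miR-144, with an error estimate of 0.18, and -0.77 for miR-451, with 0.23. Both kept this sign under every scaling, without any 1 of the later months and for both other signals. Without scaling, however, the difference was -0.52 for miR-144 and -0.19 for miR-451, the latter within its error estimate, and miR-451 had mean changes of -0.03 labelled housed and -0.23 labelled grazing. The array design places their probes on chromosome 19 of UMD_3.1, miR-451 at bases 20796880 to 20796897 and miR-144 at bases 20797072 to 20797092, 175 bases apart. In ARS-UCD2.0 their genes are listed as neighbours.
miR-150 fell on the arrays labelled housed, by changes of -0.99, -1.42 and -0.94, and changed by 0.03, -0.17 and 0.06 on the arrays labelled grazing. miR-223 rose on both, by 0.51, 0.22 and 0.06 labelled housed and by 1.15, 1.34 and 0.20 labelled grazing. Among the 82 filtered miRNAs, 4 were up at every later month on the arrays labelled housed with a mean change not above 0 on those labelled grazing: miR-126-5p, miR-144, miR-185 and miR-451. For miR-126-5p and miR-185 that mean was -0.00, so they met the rule by less than the error estimate. The opposite held for 12 miRNAs, among them miR-19b, miR-24-3p, miR-29b and miR-361. Without the 2 mo arrays the 4 became 1, miR-2316, which was singled out after its value was seen, and under scaling to the 75th percentile the counts were 11 and 8. With 4 exchangeable arrays per group and no change at all, 10.3 of 82 miRNAs would meet the description in each direction, and 20.6 in the 2 directions together. These numbers take the groups as independent. Mean changes of the 2 groups correlated across the miRNAs (Pearson r 0.63), which would make such courses rarer. The counts can thus not be judged by these numbers. Reading the columns G as grazing, the paper states that miR-144 and miR-451 were the ones to increase in the grazing and not in the housed cattle.

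**Figure D2:**
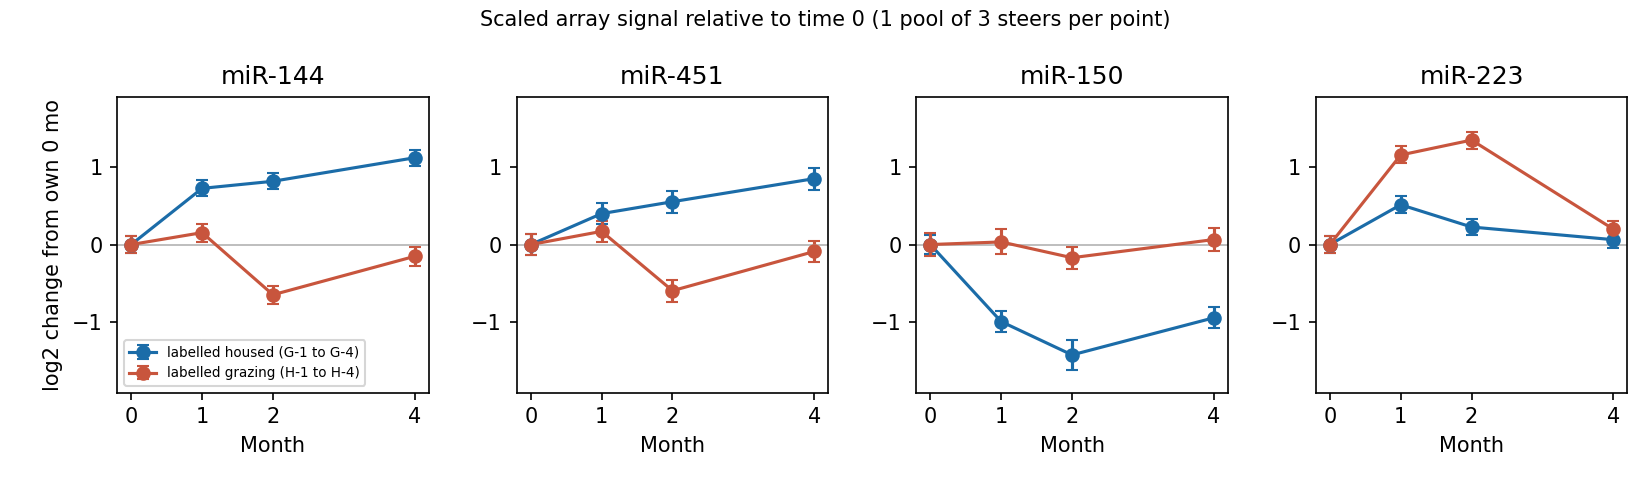
Log2 change of the scaled signal from the own 0 mo array for miR-144, miR-451, miR-150 and miR-223 at 0, 1, 2 and 4 mo. Arrays labelled housed are in blue and arrays labelled grazing in red, each point being 1 pool of 3 steers. Each bar is the scanner software's error estimate for the signal of that array alone. Bars at later months leave out the error of the 0 mo array, so the error of a change is larger. miR-144 and miR-451 lie higher on the arrays labelled housed at each later month, and miR-150 lies lower there.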

**Fig 5:**
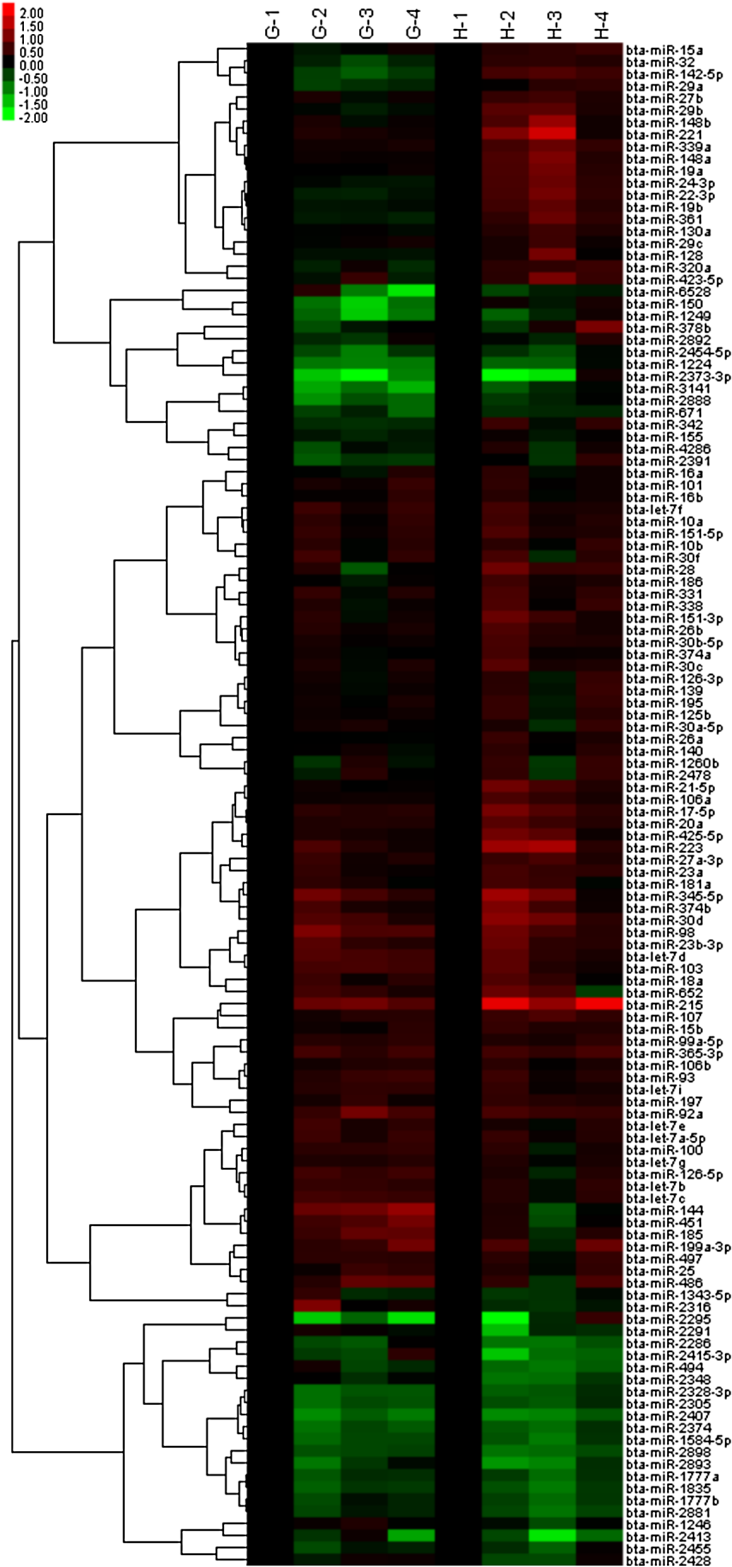
Hierarchical clustering result of microarray analysis for 131 exosomal miRNAs in plasma of grazing and housed cattle. The hierarchical clustering was performed using log-transformed values of miRNA expression levels at 0, 1, 2, and 4 mo in plasma exosome samples of grazing cattle (G-1, G-2, G-3, G-4) and (H-1, H-2, H-3, H-4). The values of G-2, G-3, and G-4 samples were normalized by that of G-1, while values of H-2, H-3, and H-4 samples were by that of H-1.

### Quantitative changes in circulating levels of exosomal miRNAs

Of the 131 miRNAs, we further selected several 20 miRNAs that appeared to differ significantly between cattle groups, and verified the changes in their circulation levels quantitatively. 

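Of the 20 miRNAs chosen, 13 were among the 82 with a raw signal above 30 in both groups at time 0, and 19 among the 127 with it in 1 group. miR-489 was detected on 5 arrays and was left out of the comparison. For each of the other 19, the mean change at 1, 2 and 4 mo labelled grazing minus that labelled housed lay between -1.10 for miR-144 and 1.09 for miR-150. It was positive for 13 and negative for 6, and had 1 sign at all 3 later months for 14. Because the 3 months are set against the same 0 mo arrays, chance gives 1 sign for 50.1% of miRNAs, and 75 of the 143 detected on all 8 arrays had it. In 13 of the 19 it was more than 2 times its error estimate. Its median size was 0.57, against 0.28 over the 143 miRNAs detected on all 8 arrays.
The difference was tested with limma, with terms for month and group. This left 2 residual degrees of freedom, since the only spread of a miRNA is between the months. limma also draws the variance of each miRNA towards that of the others, here with 14.5 prior degrees of freedom. The standard errors and p thus rest mostly on the spread over all miRNAs. For 0 of the 19 miRNAs was the adjusted p under 0.05, over all miRNAs or adjusted over the list alone, and 2 had an unadjusted p under 0.05. The study chose this list on these arrays, so the count over the list alone is not independent evidence. For miR-150 the standard error was 0.39 and the adjusted p 0.288, and for miR-144 they were 0.43 and 0.389. Over all 143 miRNAs 2 passed, miR-2406 with a difference of 2.31 and miR-2412 with 2.21, both with an adjusted p of 0.0392 from limma. Both differences rested mainly on the array labelled housed 0 mo (G-1), where the signal of miR-2406 was 81.2, against 11.5 to 16.2 at the later months of that label, and that of miR-2412 was 34152, against 3463 to 4065. Neither passed under any other scaling or signal or without any 1 later month, and over the fits that kept the 0 mo arrays the adjusted p lay between 0.00929 and 0.953 for miR-2406 and between 0.0392 and 0.745 for miR-2412. When the 0 mo arrays were left out and the groups compared at the later months with month as a block, 16 miRNAs passed, without miR-2406 and miR-2412. Among these, the arrays labelled grazing were lower for miR-144 (difference -1.38, standard error 0.22, adjusted p 0.00108 from limma) and miR-451 (-0.92, 0.22 and 0.0144) and higher for miR-150 (0.83, 0.20 and 0.0144). The months come from the same animals, so these tests describe the pools and not other cattle.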

In the qRT-PCR analysis, equal amounts of plasma samples among all animals and time points were used for preparation of exosomal RNA. No difference in the level of circulating let-7g was observed between cattle groups or among time points (*P* > 0.10).

The results of qRT-PCR normalized with the let-7g level showed that the levels of miR-19b, miR-148a, miR-150, miR-221, and miR-361, and miR-486 in the grazing cattle were lower than those in the housed cattle at 1 mo of grazing (*P* = 0.013, 0.014, 0.093, 0.011, 0.041, and 0.023, respectively) (Fig 6A). At 2 mo, the levels of miR-19b, miR-150, miR-223, miR-320a, and miR-361 in the grazing cattle were lower than in the housed cattle (*P* = 0.015, 0.020, 0.026, 0.023, and 0.089, respectively). The higher miR-150 level in circulation in the housed than in the grazing cattle persisted at 4 mo (*P* = 0.049). The miR-150 level in the housed cattle did not change during the experimental period, whereas that in the grazing cattle decreased from time 0 to 2 mo (*P* = 0.005). In contrast, the miR-19b level in the housed but not in the grazing cattle increased from time 0 to 2 mo (*P* = 0.006). The miR-223 level in the housed cattle increased from time 0 to 1 or 2 mo (*P* < 0.008), while in the grazing cattle, it decreased from 0 to 4 and 7 mo (*P* < 0.006).

**Fig 6:**
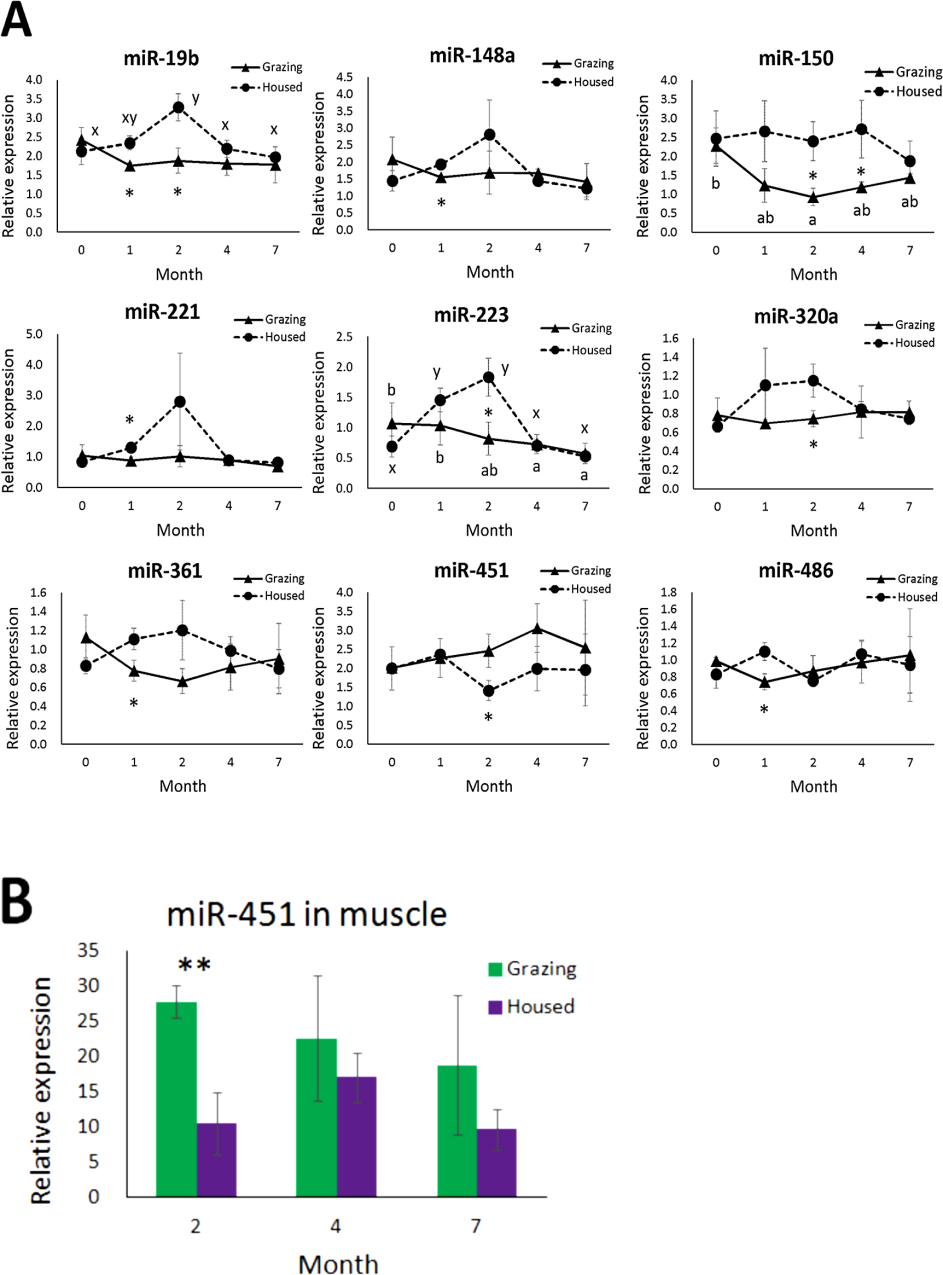
Changes in levels of 9 plasma exosomal miRNAs (A) and muscular miR-451 (B) of grazing and housed cattle analyzed by qRT-PCR. Data of grazing and housed cattle are indicated as solid and broken lines in panel A, and green and purple columns in panel B, respectively. Different letters among the time points indicate differences at *P* < 0.05 in the grazing (x, y) and housed cattle (a, b). An asterisk and double asterisks indicate differences between the cattle groups at *P* < 0.05 and *P* < 0.01, respectively.

Among the miRNAs tested, miR-451 was unique in that the circulation level in the grazing cattle was higher than in the housed cattle at 2 mo (*P* = 0.044). Since the expression level of miR-451 in skeletal muscle cells is associated with myogenesis [34], ageing [35], and exercise [36], the miR-451 expression in muscle during grazing was analyzed. Intriguingly, the miR-451 level in the BP muscle of the grazing cattle at 2 mo was also higher than that in the housed (*P* = 0.008; Fig 6B).

At 7 mo, no difference in circulation level of miRNAs was observed between the two cattle groups. Although circulation levels of miR-29b, miR-30a, miR-30d, miR-103, miR-126-5p, miR-144, miR-155, miR-425-5p, miR-489, miR-1249, and miR-2888 were also examined, no significant differences in these miRNAs were observed between the cattle groups at any time points or between the time points in either of the cattle groups.

### Prediction of biological events associated with the relevant circulating microRNAs

We further analyzed molecular biological events of the predicted target genes of the c-miRNAs with significant differences between grazing and housed cattle by functional annotation with the Database for Annotation, Visualization, and Integrated Discovery (DAVID), to characterize grazing by molecular biological phenomena in the cattle. According to the results of TargetScan analysis, totally 2743 bovine genes were predicted as the targets of c-miRNAs significantly down-regulated by grazing (miR-19b, miR-148a, miR-150, miR-221, miR-223 miR-320a, miR-361, and miR-486). Of those target genes, 2318 genes valid in the DAVID system were further applied to the functional annotation analysis, which resulted in extraction of the over-represented pathways in the Kyoto Encyclopedia of Genes and Genomes (KEGG) database such as focal adhesion, axon guidance, endocytosis, and signaling pathways related to Wnt, MAPK, neurotrophin, ErbB, insulin, TGFβ, and mTOR (Bonferroni-adjusted *P* < 0.05, Table 1). With the KEGG description, the results indicate that the predicted target genes are associated with intake of essential substances to the cell interior, signaling of extracellular growth factor ligands to intracellular signaling pathways via adhesive proteins coupled with protein kinase, intracellular signaling pathways related to mTOR, ErbB, and MAPK, possibly for Ca^2+^-sensitive muscle cell hypertrophy and force generation/transmission. TargetScan predicted 22 genes including titin as the targets of the only up-regulated c-miRNA, miR-451; however, no significant gene ontology (GO) or KEGG pathway terms were obtained.

**Table 1:** KEGG pathways associated with potential target genes of down-regulated circulating microRNAs in grazing cattle.

KEGG Pathway	Number of potential target genes involved	Bonferroni *P* *
bta04510:Focal adhesion	55	7.28E-07
bta04360:Axon guidance	40	1.48E-06
bta04310:Wnt signaling pathway	46	1.62E-06
bta05200:Pathways in cancer	77	2.27E-06
bta05211:Renal cell carcinoma	27	1.33E-05
bta04010:MAPK signaling pathway	66	2.00E-05
bta04722:Neurotrophin signaling pathway	38	4.72E-05
bta05212:Pancreatic cancer	26	1.15E-04
bta04916:Melanogenesis	31	1.16E-04
bta05214:Glioma	24	1.85E-04
bta04012:ErbB signaling pathway	28	2.33E-04
bta05220:Chronic myeloid leukemia	27	2.64E-04
bta05210:Colorectal cancer	29	3.52E-04
bta04144:Endocytosis	47	9.80E-04
bta04910:Insulin signaling pathway	36	1.79E-03
bta04350:TGF-beta signaling pathway	26	3.47E-03
bta05223:Non-small cell lung cancer	19	7.46E-03
bta04720:Long-term potentiation	21	7.74E-03
bta05215:Prostate cancer	26	1.10E-02
bta05414:Dilated cardiomyopathy	24	2.00E-02
bta04150:mTOR signaling pathway	18	3.57E-02
bta04120:Ubiquitin mediated proteolysis	34	4.84E-02

* Bonferroni-adjusted *P*-value

## Discussion

### Effects of grazing on circulating miRNA

In the present study, we investigated the effects of grazing on the expression of c-miRNAs in the plasma of cattle, with the hypothesis that the c-miRNA profile reflects the physiological adaptation of various tissues such as skeletal muscles and adipose tissue. We attempted to minimize the potential effect of nutritional differences between the grazing and housed cattle on muscle gene expression, by feeding the housed cattle with grass harvested every morning. Although the effect of nutrition or movement during grazing could not be separately evaluated, the grazing of cattle in our previous study [16] resulted in significant up-regulation of miR-208b and down-regulation of miR-206, MyoD and MyHC-2x, which indicated that the skeletal muscle of the grazing cattle physiologically adapted to the increased movement.

Notably, the present study showed that effect of grazing on c-miRNAs, such as miR-19b and miR-150, was maintained for a month or more. This means that results of the present study differ from those of human acute and endurance exercise studies in which the effect of relatively intensive and strong exercise was investigated [37], as such studies have not examined the durability of the effect on c-miRNA changes.

Since no difference between the cattle groups was observed in muscle-specific miRNAs, it was suggested that the skeletal muscle and heart were not damaged and therefore the grazing could be considered a mild exercise or movement. Inflammation-related miR-155 [38] was detected, but its circulation level did not significantly differ among cattle groups or time points. In addition, miR-146a was not detected in cattle plasma in the present study, whereas it has been reported to be affected by acute exercise or endurance training [29, 39]. 

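miR-146a was detected on 0 of the 8 arrays. Its signal lay between -0.667 and 0.654, at most 0.335 times its error estimate. Its probe lies at bases 74185061 to 74185078 of chromosome 7 of UMD_3.1. miR-146b was detected on 1 array. miR-155 was detected on all 8, with signals from 14.2 to 59.5 and shares from 0.0284% to 0.0452%.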

There is an essential role of miR-146a in inflammatory signaling in multiple cell types via its regulation of NF-κB and IL-1 receptor-associated kinase-1 as direct targets [40]. Therefore, an inflammatory response might not be elevated in the grazing cattle compared to the housed. Moreover, miR-126-5p, which is endothelial-specific and associated with aerobic exercise [39], did not show any change between cattle groups or time points in this study. These results suggest that the grazing of cattle did not cause damage of tissues such as muscles and blood vessels. Rather than tissue damage, changes in c-miRNA composition in the grazing cattle might contribute to the elevated activity of their physiological adaptation, as indicated in the extracted KEGG pathways such as endocytosis, focal adhesion of cells, axon guidance of neurons, intracellular signaling related to cell growth and/or differentiation, especially in the muscles and nerves.

### Exercise-related miRNAs: miR-148a, miR-221

In the present study, miR-148a showed a temporarily higher circulation level at 1 mo in the housed cattle than in the grazing cattle. In previous studies, miR-148a expression was up-regulated during mouse adipogenesis [41] and shown to promote myogenesis of C2C12 myoblasts [42]. The circulating level of miR-148a decreased from baseline levels after 12 weeks of endurance training [43]. Thus, the lower level of circulating miR-148a in the grazing cattle might affect expression of target genes in their skeletal muscle or adipose tissue.

The pattern of changes in the miR-221 expression level was closely similar to that of miR-148a in the present study. In previous studies in humans, the circulating miR-221 level was elevated by a single bout of exhaustive cycling or rowing training exercise [29], and was down-regulated immediately after an acute exercise bout [43]. These observations suggest that circulating miR-221 level could depend on various factors including exercise intensity and duration. MiR-221 contributes to vascular remodeling, an adaptive process involving phenotypic and behavioral changes in vascular cells in response to vascular injury with its effects on vascular smooth muscle cells and endothelial cells as well as miR-222 [34]. The lower miR-221 expression in the grazing cattle at the initial grazing stage might imply enhancement of angiogenesis in the grazing cattle following movement during grazing, compared to the housed cattle.

### Grazing-induced miRNAs: miR-19b, miR-150, miR-223, miR-320a, miR-361

No exercise-induced changes in circulating miR-19b, miR-150, miR-320a, or miR-361 have ever been reported, which may indicate the specificity of changes in those miRNAs to the grazing movements of cattle. MiR-19b and miR-361 are expressed in bovine adipose tissue. Both are annotated as relevant components in the network of core miRNAs in adipose tissue [44], suggesting the release of both miRNAs from adipose tissue. The miR-19b expression showed temporary elevation in the housed cattle at 1 and 2 mo. In addition, potential target genes of miR-19b were significantly annotated to molecular biological pathways of endocytosis, focal adhesion, axon guidance, and Wnt signaling. Taken together, circulating miR-19b might suppress genes associated with intake of microvesicles, cell adhesion and structural changes, neural network formation, and intracellular signaling at the cells miR-19b reached, more effectively in the housed cattle than in grazing cattle. Expression of miR-361 was shown to be altered by treatment with palmitate and oleate in mouse muscle C2C12 cells [24]. Therefore, miR-361 might be associated with changes in fatty acid content at the potential miR-361 recipient cells less in grazing cattle than in the housed cattle.

The miR-150 is unique in that its circulation level was down-regulated in grazing cattle at the later stage (at 4 and 7 mo) of the grazing experiment compared to that of the housed cattle. It also regulates genes related to maturation of T-cells [45] and promotes the differentiation of stem cells into megakaryocytes rather than erythrocytes [46, 47]. Transcriptomic analysis of miR-150 distribution shows that miR-150 is enriched in the abdominal and rump subcutaneous fat [48] and thymus [49] of cattle, and the spleen in mice [50]. Although we did not analyze miR-150 expression in any of those tissues, miR-150 expression in those tissues might be changed by grazing. A reduced level of circulating miR-150 in the grazing cattle could contribute to enhancement of T-cell development at the miR-150 recipient cells, resulting in the enhancement of the immune system in the grazing cattle.

There was temporary up-regulation of miR-223 in the housed cattle. This miRNA is enriched in the liver and is used as a biomarker for patients with hepatocellular carcinoma and chronic hepatitis [51]. In addition, miR-223 is also considered as an inflammatory miRNA due to its specific expression in the haematopoietic system [52]. A high expression level of miR-223 is seen in cells of myeloid lineage, with granulocytes showing the highest levels. Although the roles of miR-223 in human exercise or the grazing of animals remains unknown, our observation is similar to the result of down-regulated miR-223 level in circulation at 1 h post-exercise [43]. The temporary lowering of circulating miR-223 in the grazing cattle might indicate haematopoiesis in those cattle.

Expression of miR-320a is ubiquitously distributed in tissues of cattle [53]; however, its role remains unclear. Down-regulation of the miR-320a level is associated with up-regulation of the muscle-type phosphofructokinase gene and an increase in lactate, namely, enhancement of glycolysis. In the present study, the miR-320a level in circulation was higher in the housed cattle than in the grazing cattle at 4 mo. The lower level of glycolysis-related miR-320a in circulation [54] might be associated with muscle phenotypic changes induced by grazing as shown previously [16].

### MiR-451 changes in skeletal muscle and circulation

Expression of miR-451 is highly expressed in skeletal muscle [55] and is up-regulated in low responders to endurance resistance in humans [36]; however, the effect of human exercise or animal grazing on the circulating miR-451 level has not yet been studied. In the present study, miR-451 expression in the BP muscle of the grazing cattle was temporarily up-regulated at 2 mo compared to the housed cattle, which suggests the positive effect of grazing on miR-451 expression in skeletal muscles, as well as on miR-206 and miR-208b [16]. Intriguingly, this change synchronized with the higher level of circulating miR-451 in the grazing than in the housed cattle. According to the results, the increased level of circulating miR-451 might be caused by the release of the increased intramuscular miR-451. In addition, the higher circulation level of miR-451 might reflect a response for erythroid maturation [56] to supply more oxygen against increased movement, as shown in the restricted expression of miR-451 to erythropoietic cells in mice and human.

### Changes in circulating muscle-specific miRNAs during grazing

We hypothesized that movement during grazing affects secretion of miRNA-loading exosomes similarly to myokines, as shown in studies focusing on the effects of acute or chronic exercise in humans [29–32, 39]. Muscle-specific miRNAs are likely to be released into circulation by exercise or movement, since skeletal muscles are the major organs in the animal body and can be stimulated to release extracellular factors such as myokines by their contracting action. Indeed, muscle-specific miR-1, miR-133a/b, miR-206, and/or miR-208b in circulation have been shown to be changed by muscle-damaging downhill walking [31] and marathon running in humans [39, 57]. On the other hand, these muscle-specific miRNAs and miR-499 are present at a very low level in the serum of healthy humans who have not just exercised [30, 39].

In the present study, among the 231 exosomal miRNAs detected in the cattle plasma, muscle-enriched miR-486 and a trace of miR133b were detected, but miR-1, miR-133a, miR-206, miR-208b, and miR-499 were not detected. The difference between human exercise studies and the present cattle grazing studies can be simply explained by the difference in exercise type, duration, and intensity. Although miR-206 and miR-208b expression in the BP muscle of cattle was up-regulated by grazing [16], the unchanged muscle-specific miRNA levels in circulation in our study suggest that grazing is a mild form of exercise or movement for cattle that does not induce muscle damage.

It is noticeable that the circulation level of miR-486, a muscle-enriched miRNA, was much higher in the housed cattle at 1 mo than in the grazing cattle. Circulating miR-486 level decreases in response to both acute and chronic exercise in young men, and the changing ratio of miR-486 showed a negative correlation with VO_2 max_ [30]. The difference in miR-486 expression between human studies and this bovine study would be due to difference between species or exercise mode. The lower level of the miR-486 compared to housed cattle during the early stage of grazing may indicate a decrease in miR-486 secretion from muscle cells or an increase in the uptake from circulation, although no difference in miR-486 level in the BP muscle between the cattle was observed at 2 mo [16]. The role of circulating miR-486 in grazing cattle needs to be further investigated.

### Potential effect of environmental stress on circulating miRNAs

It is possible that the grazing conditions such as heat and humidity put environmental stress on the grazing cattle in the present study. A study investigating the effect of heat stress on bovine c-miRNAs found reduced levels of miR-150 and miR-223 and elevated levels of miR-19b and miR-320a in circulation in heat-stressed Holstein cows [58]. Indeed, the major GO terms enriched by the target genes of the changed c-miRNAs were stress- or immunity-related [58]. The immune response in heat-stressed cattle was also observed by the elevation of the neutrophil-to-lymphocyte (N/L) ratio, a known stress marker, in the blood of cattle [59]. Meanwhile, in the present study, circulating levels of miR-19b, miR-150, miR-223, and miR-320a were temporarily lower in the grazing cattle than in the housed, suggesting that there might be some stress on the grazing cattle. Nevertheless, the significant GO terms from the target genes of changed c-miRNAs in our grazing study were related to metabolism, protein phosphorylation, gene regulation, signaling, angiogenesis, blood vessel development, and neuron differentiation but not immunity or stress (S2 Table). Taken together, our results suggest that the grazing of cattle in the present study was not associated with stress related to the immune system as it was in the heat-stressed cattle.

## Conclusion

In the present study, we found that totally 231 miRNAs were present in plasma exosomes of Japanese Shorthorn (JSH) cattle. Of these c-miRNAs, circulation levels of miR-19b, miR-148a, miR-150, miR-221, miR-223, miR-320a, miR-361, and miR-486 were significantly down-regulated in the grazing cattle compared to housed cattle, whereas the miR-451 level was higher in the grazing than in the housed cattle. Synchronous miR-451 expression was also observed in skeletal muscle, which might result in secretion or intake of the miRNA between circulation and tissue cells in the grazing cattle. Functional annotation results suggested that the down-regulated c-miRNAs might suppress their target genes and affect molecular biological events associated with endocytosis, focal adhesion, axon guidance, and a variety of intracellular signaling pathways for cell growth and differentiation in grazing cattle, especially in the muscles.

## Materials and Methods

### Animals

The animals were cared for as outlined in the Guide for the Care and Use of Experimental Animals established by the Animal Care Committee of the School of Veterinary Medicine at Kitasato University, and this committee approved the study. Six JSH steers, aged 21 to 28 months and weighing 474.3 ± 45.0 kg, were raised solely on grass from the pastures of the Yakumo Experimental Farm, Kitasato University [16]. The steers were randomly divided into two groups: 3 cattle in the housed group and 3 in the grazing group.

### Sample preparation

Blood samples were drawn from the jugular vein of each animal and the plasma was prepared as 0.1% EDTA, followed by storage at -80°C until use. The blood samples were collected at 0, 1, 2, 4, and 7 months (mo) in a 7-month experimental period (Fig 1). BP muscle samples were taken from the middle part of the muscle [60] by surgical biopsy at 0, 2, 4, and 7 mo in the experimental period (Fig 1). In the first 4 months from early June to late October, the grazing cattle were fed on the pasture, whereas the housed cattle were fed in a free-stall barn with grass harvested every morning, so that the average total digestible nutrients (TDN) and crude protein (CP) contents did not differ between the groups. In the last 3 months, from late October to the following mid-January, both groups were fed with grass silage in the free-stall barn. The cattle were not fed any grain throughout the feeding, resulting in 100% fodder self-sufficiency. The muscle biopsy procedure was as follows: the animal was locally anesthetized by an intramuscular injection of 0.06 mg/kg of xylazine (Bayer, Tokyo, Japan) and a subcutaneous injection of 400 mg of lidocaine (AstraZeneca, Osaka, Japan); subsequently, a 3- to 5-cm incision was made in the skin overlying the BP muscle. All samples were rapidly transferred in RNAlater solution (Ambion, Austin, TX) and stored at -20°C until analysis.

### Exosome preparation

Ten ml of the plasma sample was mixed with 20 ml of PBS and centrifuged at 1,200 *g*, 4°C for 20 min. The supernatant was centrifuged at 12,000 *g*, 4°C for 45 min, and further centrifuged at 110,000 *g*, 4°C for 120 min. The precipitation was suspended in PBS and centrifuged at 110,000 *g*, 4°C for 70 min. The final precipitation was resuspended in PBS, stored at 4°C for a few days, and then processed for RNA preparation.

### Negative staining images by transmission electron microscope

The exosome samples were absorbed to formvar-film-coated copper grids (400 mesh) and were negatively stained with 2% phosphor tungstic acid solution (pH 7.0) for 30 sec. The stained samples were observed by a transmission electron microscope (JEM-1400 Plus; JEOL Ltd., Tokyo, Japan) at an acceleration voltage of 80 kV. Digital images (2,048 × 2,048 pixels) were taken with a CCD camera (VELETA; Olympus Soft Imaging Solutions, GmbH, Münster, Germany).

### Detection of exosome marker by immunoblot

Plasma exosome samples were mixed with Laemmli sample buffer, then boiled for 3 min and loaded onto a 12.5% polyacrylamide gel (BioRad, Hercules, CA, USA). The gel was run with Laemmli running buffer under denaturing conditions at a constant voltage of 200 V and then transferred to a PVDF membrane at 2 mA/cm^2^ for 1.5 h (25 mM Tris-HCI pH 8.3, 192 mM glycine and 15% (V/V) methanol). After transfer, the membrane was reacted with anti-CD9 antibody (MEM-61), followed by processing with ECL prime Western Blotting Detection System (GE Healthcare UK Ltd, Buckinghamshire, England) according to the manufacturer’s protocol. The chemiluminescence of CD9 bands on the membrane was detected using a FluoroChem Digital Imaging System (Alpha Innotech Corp., San Leonardo, CA, USA).

### RNA preparation

Total RNA including miRNA was extracted from muscle or plasma exosome samples using the mirVana microRNA isolation kit (Ambion) for microarray analysis of plasma samples according to the manufacturer’s protocols. The muscle sample for reference in this RNA quality test was prepared from the *semitendinosus* muscle of a Japanese Black steer according to the method described above. The quantity and quality of the RNA were determined by Agilent Bioanalyzer 2100 with an RNA 6000 Pico Kit (Agilent Technologies, Santa Clara, CA, USA). Muscle total RNAs for PCR analysis of ribosomal protein L7 (RPL7), an internal control, was prepared using ISOGEN (Nippon Gene, Tokyo, Japan).

### Microarray analysis

Three exosomal RNA samples for each feeding treatment (grazing or housed) and time point (0, 1, 2, or 4 mo) were mixed together and applied to custom microarray SurePrint G3 8x60K (Agilent) corresponding to miRBase release 19. The signals of hybridized probes were detected with Agilent Feature Extraction 10.7.3.1 using an Agilent Microarray Scanner (Agilent) and globally normalized to 90 percentile using GeneSpring GX (Agilent). Unsupervised hierarchical clustering of the miRNAs was conducted with cluster 3.0 (http://bonsai.hgc.jp/~mdehoon/software/cluster/manual/index.html) using the log-transformed data of 131 miRNAs whose (1) normalized values in the grazing cattle before grazing (at time 0) were between 2- and 0.5-fold of those of the housed cattle, and (2) raw signal values at time 0 were > 30.0. The result was visualized with Java Treeview (https://www.princeton.edu/~abarysh/treeview/) by further normalization of 1-, 2-, and 4-mo values with that of the time 0 in grazing or housed cattle so that the signal intensity of time 0 equaled 1.0 for all miRNAs in both groups of cattle. Array data were deposited in the National Center for Biotechnology Information (NCBI) Gene Expression Omnibus (GEO) database, and are accessible through GEO Series accession number GSE69717 (http://www.ncbi.nlm.nih.gov/geo).

### cDNA synthesis

The synthesis of cDNA was done from 250 ng of total RNA for muscle samples or 9 μl of the final product of RNA preparation for exosome samples, with the miScript II RT kit (Qiagen, Tokyo, Japan) at 37°C for 60 min, and then the enzyme was inactivated at 95°C for 5 min. The cDNAs for muscle samples were synthesized from 1,000 ng of total RNA by ReverTra Ace qPCR RT kit (Toyobo).

### Quantitative PCR (qPCR) analysis

Quantitative PCR was performed using the CFX96 thermal cycler (Bio-Rad, Hercules, CA) under the following program: 15 min at 95°C, followed by 40 cycles of 15 s at 95°C and 30 s at 60°C. For plasma samples, qPCR was performed using the Thunderbird SYBR qPCR kit (Toyobo, Tokyo, Japan) in combination with the miScript Primer Assay for let-7g, miR-19b, miR-29b, miR-30a, miR-30d, miR-103, miR-126-5p, miR-144, miR-148a, miR-150, miR-155, miR-221, miR-223, miR-320a, miR-361, miR-425-5p, miR-451, miR-486, miR-489, miR-1249, and miR-2888 (Qiagen) according to the manufacturer’s protocol. For muscle samples, qPCR was performed using the Quantitect SYBR Green PCR Kit (Qiagen) in combination with RPL7 PCR primers [16]. Differences in the expression ratios of the target miRNA/let-7g for plasma samples and of the target miRNA/RPL7 for muscle samples were compared between the grazing periods as well as between the cattle groups [16]. Melting curve analysis was used to confirm the specificity of the amplification reactions.

### Prediction and Functional Annotation of miRNA Target Genes

The miRNA target genes were predicted using the TargetScan system (Release 6.2, http://www.targetscan.org/) [61]. To classify the target genes according to functional annotation, both GO and pathway analysis were performed on the target genes of c-miRNA differentially expressed in grazing and housed cattle based on qRT-PCR results. In this study, DAVID bioinformatic resources (version 6.7, http://david.abcc.ncifcrf.gov) [62, 63] were applied to the potential target genes with setting *bos taurus* as the background species, to enrich characteristic KEGG pathway terms defined by KEGG (http://www.genome.jp/kegg/) for the respective miRNA-mediated biological process. Extraction of the terms was considered significant when the Bonfferoni-adjusted *P*-value was < 0.05.

### Statistical analysis

The expression data are shown as means ± SDs and were compared by statistical analyses at a significance level of *P* < 0.05. The statistical analyses among time points of the experimental periods were carried out by one-way repeated-measures ANOVA using js-STAR 2012 software (ver. 2.0.6j; http://www.kisnet.or.jp/nappa/software/star/index.htm), followed by multiple comparisons between every two time points by multiple comparison with Holm’s method. The comparisons between the cattle groups were carried out by two-sided Student’s *t*-test for each time point.

## Supporting Information

S1 Fig Changes in exosomal let-7g level in plasma of grazing and housed cattle analyzed by microarray. Solid and broken lines are of grazing and housed cattle, respectively. The values of grazing and housed cattle at 1, 2, and 4 mo were normalized by those at 0 mo, respectively.
(PPTX) Click here for additional data file.

S1 Table Raw and normalized expression data of microRNAs in bovine plasma exosomes in microarray analysis. Samples were collected at 0, 1, 2, and 4 mo from grazing cattle (G-1, G-2, G-3, G-4) and (H-1, H-2, H-3, H-4).
(XLSX) Click here for additional data file.

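S1 Table gives a raw and a normalized value for each of 744 bovine miRNAs and each array, under headings that call the housed columns A-1 to A-4. A raw value is the sum over those probes of the miRNA that stood above 3 times their own error, and is 0.1 where no probe did. A normalized value is the raw value over 1 factor per column. The factors were 151, 108, 67.1 and 109 for G-1 to G-4 and 53.6, 38.9, 74.3 and 41.6 for the housed columns in the same order of months. These factors were between 1.21 and 1.38 times the 90th percentile over all bovine miRNAs of the same array, so the set of values over which the authors took their percentile stays unknown.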

S2 Table Gene ontology terms significantly (Bonfferoni *P*-value < 0.05) extracted from potential target genes of down-regulated circulating microRNAs in grazing cattle. (XLSX) Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

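Plasma exosomal RNA of 3 steers was pooled for each feeding group and each of 0, 1, 2 and 4 mo, and each pool was hybridized by the authors to 1 array of a custom Agilent design for bovine miRNAs. The authors quantified the arrays with Feature Extraction 10.7.3.1, and the deposited scanner output holds intensity values that are background-subtracted but not normalized between arrays. The authors also deposited a series table whose values are a ratio, the raw signal of a miRNA over 1 factor per array, which is linear and not centred. Its 743 entries were set against the arrays by miRNA name, of which 730 matched exactly. The median of each of its columns was 0.000664, 0.000926, 0.00149 and 0.000915 for the arrays labelled housed 0, 1, 2 and 4 mo, and 0.00187, 0.00257, 0.00135 and 0.00241 for the arrays labelled grazing. Each median is the constant that undetected miRNAs hold. The set of values behind the authors' 90 percentile stays unknown. Of the table's columns 8 were used and 0 left out.

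The groups were taken from the deposited sample labels, which S1 Table and the paper's figures contradict. Both readings are given, and no array was moved from one group to the other.

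From the intensity values, the total signal of each miRNA was divided by the 90th percentile of its array over all 744 miRNAs, and taken to log2. A floor of 0.114, the highest over arrays of the lowest detected scaled signal, replaced all undetected values and the 104 detected values below it. Of the 143 miRNAs detected on all 8 arrays, 5 had at least 1 value raised in this way. A miRNA counted as detected where the scanner software flagged it. Control spots and the spots flagged as outliers were left out of the alternatives built from spots. Coordinates are those of the longest probe of a miRNA as the array design places it on UMD_3.1. No annotation of that build was used, so the exon or intron at a position is not analysed here. ARS-UCD2.0 was used for the order of genes only.

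Changes were taken from the 0 mo array of the same label. The difference between the labels in mean change at 1, 2 and 4 mo was tested with limma 3.58.1 in R 4.3.3 on the 143 miRNAs detected on all 8 arrays, with month as a factor, the label and a term for the later months of the label, and Benjamini-Hochberg adjustment at 0.05. With 1 array per group and month, the fit had 2 residual degrees of freedom. A further 14.5 prior degrees of freedom came from the variances of all miRNAs, towards which limma draws each variance. The fit was tested on simulated data for 143 miRNAs with noise of an SD of 0.2. Of these, 20 had a log2 change of 2 in size, and 100% of the 20 were recovered with 2 false calls. Differences of the 19 miRNAs from the qRT-PCR list lay between -1.10 and 1.09. The simulation had no changes of such sizes, so it cannot tell how many of them the fit would find. The precision of single values rests on the scanner software's error estimate, since no array was repeated, and the number of arrays limits what can be told about cattle. Other numbers were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1.

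The miRNAs named are those the paper names from the arrays or measured by qRT-PCR, the 20 most abundant at 0 mo, the members of lists of red-cell, platelet, lymphocyte and muscle miRNAs, and the 5 largest differences in each direction with 1 sign at all later months. This rule, the lists' use and the alternatives were set before the data were examined, apart from the top 20 share of the array labelled grazing 0 mo, quantile normalization of the red-cell index and the lists with a month left out, which were added after results were seen. The alternatives were 6 other scalings, 2 other signals (the mean of the processed spot signals, and normexp correction with an offset of 50), other rules for detection and for the filter, other forms of the test, and leaving out each later month. qRT-PCR values of single animals and the predicted targets are not analysed here.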

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

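Among the 4 arrays of a label, 46 sets of shares, counts and totals were compared, and in 4 of them 1 array stood farther from the rest than 4 values should in about 1 of 20 cases. The arrays of a label are different months, so they are not replicates.

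The share of miR-2412 was 21.7% on the array labelled housed 0 mo (G-1), against 4.82%, 5.55% and 4.32% at 1, 2 and 4 mo of that label. On the arrays labelled grazing it was 6.98%, 2.92%, 7.67% and 8.66%. A defect of 1 probe was tested on the 2 probes of miR-2412, CCCTCTCCCCAC and CCCTCTCCCCACC, which were 8.92 and 8.97 times as bright at 0 mo as the mean of the later months labelled housed, over 20 spots each. The probes overlap, so RNA of another kind that binds both is not excluded. GC content of the probes was tested on the 12 miRNAs within 5 percentage points of the GC share of miR-2412, 76.9%. Of these, 0 fell as far as miR-2412, whose mean log2 change was -2.53, and the lowest of them was -1.27. These values argue against a single bad probe and a GC trend alone. A difference between the pools before the experiment, and the place of the array on the slide, stay open, since each pool was measured once.

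On the array labelled grazing 0 mo (H-1), the shares of miR-1777b, 6.70%, miR-1777a, 4.87%, and miR-2881, 0.868%, also stood apart from the later months of that label. Their probes are short and have GC shares of 100%, 90.9% and 90.9%. Whether levels at later months fell with the GC content of the probes was tested over the 143 miRNAs detected on all arrays. Spearman's rho of GC share and mean change from 0 mo was -0.43 on the arrays labelled housed and -0.53 on those labelled grazing (Pearson r -0.40 and -0.55, permutation p 1e-05 each and 1e-05 after Benjamini-Hochberg adjustment over these 2 tests, the smallest that 100000 permutations can give). miRNAs are not independent replicates. The median mean change was -0.39 and -0.38 for the 52 miRNAs with GC shares of 60% or more, and 0.09 and 0.24 for the other 91. Division by 1 factor per array cannot change such a relation by much. With quantile normalization rho was -0.39 labelled housed and -0.39 labelled grazing, with normexp correction -0.31 and -0.54, and with the mean spot signal -0.43 and -0.53. Probe length moves with GC share (rho -0.92), so the pair cannot be separated. Hybridization of the 0 mo arrays, both in row 1 of the slide, is a candidate explanation, and so is a real fall of GC-rich miRNAs over the season in both groups.

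Of the 82 filtered miRNAs, 7 rose at every later month on the arrays labelled grazing and fell at every later month on those labelled housed, namely miR-142-5p, miR-186, miR-19b, miR-24-3p, miR-26a, miR-29b and miR-361. The opposite pattern had 0. The difference was not tested miRNA by miRNA. With 4 exchangeable arrays per group and no change, 10.3 of 82 would part in this way in 1 direction or the other. That number takes the groups as independent, whereas their mean changes correlated (Pearson r 0.63), which would make opposite courses rarer. It can thus not serve to judge the counts. The counts in the 2 directions depended on scaling. They were 14 and 2 of 80 under let-7g scaling, which together exceed 10.3, and 5 and 3 of 80 with the 75th percentile. Under the remaining scalings and signals they summed to between 0 and 10. Between 3 and 7 of these 7 kept the pattern under the alternative scalings and signals, apart from no scaling, under which 1 did and did not pass the filter of that setting.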

How the results depend on the processing

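The alternatives are those named in the summary of the processing, and those for the top 20 share of the array labelled grazing 0 mo and quantile normalization of the red-cell index were chosen only after the results were seen. Directions are labelled grazing minus labelled housed, and turn around when the groups are read by the columns of S1 Table. Scaling moved the median difference over the 143 miRNAs, which was 0.15, 0.72 without scaling and -0.00 with the 75th percentile. Quantile normalization moved single miRNAs by different amounts, such as miR-2412 from 2.21 to 0.97 and miR-2406 from 2.31 to 2.54. Unless a cause is named, the cause was not tested.

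The miRNAs detected were 231, and 143 when all 8 arrays were required. The top 20 share, 81.7% labelled housed 0 mo and 84.3% labelled grazing 0 mo, became 77.9% and 77.5% with normexp correction, and 76.9% and 77.2% without the most abundant miRNA. Of the muscle-specific miRNAs, 1 was detected, and 0 by the flag for spots above background. The filter passed 82 miRNAs, and 127 with 30 passed in 1 group, 51 with a minimum of 100, and 17 without scaling. The largest change of let-7g, 0.24, was 0.95 without scaling, where the brightness of each array stays in the values.

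The miRNAs increased in both groups were 34, and 18 with the 75th percentile, 18 with let-7g scaling, 0 without scaling, 57 with the filter in 1 group, 60 with no other filter than detection, and 0 with a minimum change of 0.5. Those decreased in both were 24, and 15 without scaling, 37 with no other filter, and 12 with the minimum change. Those higher labelled grazing and lower labelled housed were 18, and 29 with let-7g scaling, 2 without scaling, 29 with the filter in 1 group, 34 with no other filter, and 0 with the minimum change. The opposite class held 6, and 16 with the 75th percentile, 0 without scaling, 12 with no other filter, 0 with the minimum change, and between 1 (without 2 mo) and 9 (without 1 mo) with 1 later month left out.

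Those up at every later month labelled grazing and not labelled housed were 12, and 20 with let-7g scaling, 1 without scaling, 7 with quantile normalization, 21 with no other filter, and 3 with the minimum change. The opposite held for 4, and for 11 with the 75th percentile, 0 without scaling, 8 with quantile normalization, and 1 without 2 mo. Fewer miRNAs passed the filter without scaling, and more were counted with wider filters, so those counts move by construction.

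limma called 2 miRNAs, and 9 had an unadjusted p under 0.05. It called 0 under each of the 6 other scalings, both other signals, each later month left out, and both filters. In these fits 4 to 12 had an unadjusted p under 0.05. Neither miR-2406 nor miR-2412 passes either filter, so the filtered fits did not test them. With a month left out, 1 residual degree of freedom remained. With trend and robust settings limma called 2, of which miR-2406 was shared. Without the 0 mo arrays it called 16, with 9 higher and 7 lower labelled grazing and 52 at an unadjusted p under 0.05. That fit asks another question, since it keeps the differences between the groups at time 0. Over the 15 fits that keep the 0 mo arrays, the adjusted p of miR-144 lay between 0.132 and 0.847, that of miR-451 between 0.551 and 0.921 and that of miR-150 between 0.0575 and 0.847. The difference in the red-cell index, -1.01, was between -1.07 and -0.74 with other signals or another reference, and -0.66 with quantile normalization.

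Of 38 named miRNAs with a difference, 27 kept their sign throughout. Without scaling the sign turned for miR-486 (0.18), miR-30a-5p (0.39), miR-103 (0.43), miR-126-5p (0.19), let-7g (0.47), miR-25 (0.49) and miR-92a (0.44). With the 75th percentile it turned for miR-126-3p (-0.0337), miR-197 (-0.0580) and miR-2478 (-0.0392), with quantile normalization for miR-155 (-0.0288), miR-126-3p (-0.42) and miR-197 (-0.27), and with let-7g scaling for miR-25 (0.0174). With the mean spot signal it turned for let-7g (0.0017), and with normexp for let-7g (0.12) and miR-197 (-0.0617). With 1 later month left out, miR-30a-5p lay between -0.39 (without 4 mo) and 0.0498 (without 2 mo), miR-25 between -0.23 (without 1 mo) and 0.0805 (without 2 mo), and miR-2478 between -0.14 (without 1 mo) and 0.49 (without 2 mo). None of these miRNAs had passed in a fit that kept the 0 mo arrays. Without those arrays miR-126-5p was among the 16 called (difference -0.70, adjusted p 0.0327 from limma).

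Low signals limit the detection counts. The lowest detected signal of an array lay between 3.28 and 4.10, while undetected miRNAs reached 8.23, and miR-133b was called at 5.15.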

Differences from the paper's values

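The paper states that 131 miRNAs entered the clustering, and 82 passed with a raw signal above 30 in both groups. With the signal above 30 in 1 group, an alternative set before the data were examined, 127 passed, which is within 1.5 times the paper's number. The other alternatives set then were not: 51 with a minimum of 100, 80 with the 75th percentile or let-7g scaling, 82 with the median, quantile normalization or the deposited series table, and 17 without scaling. The methods do not say whether the signal had to pass in both groups.

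The paper's composition of the housed cattle at time 0 was set beside both 0 mo arrays. On the array labelled housed 0 mo (G-1), 5 of 13 shares differed by more than the error estimate and by over 1.5 times. They were miR-1777b with 3.56% against the paper's 6.71%, miR-1777a with 3.06% against the paper's 4.88%, miR-126-3p with 3.86% against the paper's 2.44%, miR-1584-5p with 1.22% against the paper's 1.90%, and miR-2413 with 1.06% against the paper's 1.74%. No alternative was set for single shares. On the array labelled grazing 0 mo (H-1), 0 of the 13 differed, and the largest gap was 0.0415 percentage points. This second comparison was added after the labels were seen to conflict with S1 Table.

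For miR-133b the paper gives a share below 0.001%. It was 0.00327% on the array labelled housed 0 mo (G-1) and 0.00773% on the array labelled housed 1 mo (G-2), and on the other 6 arrays it was not detected. The paper does not say which samples its value describes. On the array labelled grazing 0 mo (H-1), whose other shares match the paper's, the value that S1 Table holds for undetected miRNAs would be a share of 0.000174%, below the paper's limit, so the gap applies to the arrays labelled housed 0 and 1 mo only. No alternative was set for this share.

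The paper names miR-144 and miR-451 as the only miRNAs that rose in grazing and not in housed cattle. With the columns G read as grazing, 4 met the rule used here, the others being miR-126-5p and miR-185. With the median scaling or the deposited series table 3 did, miR-144, miR-451 and miR-2316. No setting gave miR-144 and miR-451 alone. Read by the sample labels, the direction of both is the opposite of the paper's. The paper gives miR-150 and miR-223 as examples of a rise in the housed and not in the grazing cattle. The mean change of miR-150 was -1.12 on the arrays labelled housed (G) and -0.02 on those labelled grazing (H), a rise in neither, although with the median scaling and the deposited series table the latter was 0.08 and 0.04. That of miR-223 was 0.27 and 0.90, a rise in both, and without scaling it was -0.37 and 0.84.

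Fig 4 prints miR-1284 beside a share that the text gives for miR-1224. miR-1284 was detected on 0 of the 8 arrays, and miR-1224 held 1.55% on the array labelled grazing 0 mo.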

Other observations

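The red-cell index, the log2 ratio of miR-451 to miR-23a, and the use of the lists were set before the data were examined. The tests of exchanged labels and of red-cell RNA as an explanation were chosen only after the results they bear on were seen. So were the lists with a month left out, the ratios to miR-23a as a test of scaling and their quantile normalization.

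Group labels of the deposit exchanged against the paper's are a candidate explanation for the conflict between the sample labels and S1 Table. The paper makes 13 statements from qRT-PCR of single animals on which group was higher at 1, 2 or 4 mo, over 9 miRNAs. The array difference at the same month, relative to let-7g as in the paper's qRT-PCR, was read both ways. With the columns G as grazing, 13 of the 13 statements were met, and with the labels 0 were. In 9 the difference was more than 2 times its error estimate, for instance 1.39 (error estimate 0.29) for miR-150 at 2 mo and -0.89 (0.25) for miR-451 at 2 mo, labelled grazing minus labelled housed. The paper chose these miRNAs from the same arrays and measured the same animals, so the statements are not independent of the arrays. The values are consistent with the columns of S1 Table being right, and which of the records is wrong was not settled.

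A candidate explanation for the opposite course of miR-144 and miR-451 is red-cell RNA in the plasma, from cells that broke before or during sampling. The log2 ratio of miR-451 to miR-23a within an array is not changed by division of the array by 1 factor. At 0, 1, 2 and 4 mo it was 1.66, 1.75, 2.16 and 2.51 labelled housed (G). Labelled grazing (H) it was 1.92, 1.63, 0.92 and 1.59, and each value had an error estimate of 0.18. This ratio holds miR-451 itself, so it restates the course to be explained and cannot tell red-cell RNA from another source. Of the 7 miRNAs in the red-cell list, 6 were detected on all arrays and 3 were among those the study chose for qRT-PCR. Their median difference labelled grazing minus labelled housed was -0.49, below all of 10000 random lists of like level. Without miR-144 and miR-451, the other 4 detected (miR-486, miR-185, miR-25 and miR-92a) had a median of -0.26, at the 1.69th percentile of random lists, with members from -0.59 to -0.09. Without scaling, where the median of all 143 miRNAs was 0.72, theirs was 0.31. This result rested on the 2 mo arrays, without which their median was -0.02, at the 18.0th percentile, while the differences of miR-144 and miR-451 were -0.92 and -0.58. Without 1 mo the median of these 4 was -0.46 and without 4 mo -0.31, and both of these keep the 2 mo arrays. Red-cell RNA is thus not shown for 1 and 4 mo taken together, and neither month was tested alone.

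Scaling of the arrays is another candidate explanation. The sign of the difference turned for miR-144 or miR-451 under 0 of the 6 other scalings, but most of these shift all miRNAs alike, so this count decides nothing about scaling. The ratio of each to miR-23a within an array is not changed by 1 factor per array. Its difference between the groups was -1.34 (error estimate 0.25) for miR-144 and -1.01 (0.29) for miR-451, and with quantile normalization -1.32 and -0.66, each beyond 2 error estimates. These values argue against 1 factor per array as the cause of the difference from miR-23a. A change of these miRNAs in the animals themselves, as the paper proposes for miR-451, stays open, since plasma hemoglobin was not used here and each pool was measured once. The pools have no replicate, and the percentile describes these arrays only.

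The platelet list (5 of 6 detected, 1 chosen by the study) had a median difference of 0.51, at the 96.4th percentile (between the 92.7th and 98.9th with 1 later month left out), and the lymphocyte list (3 of 3 detected, 2 chosen by the study) one of 0.54, at the 95.8th percentile (between the 89.4th and 100th).

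The array labelled housed 0 mo had the highest summed signal. Brightness of hybridization or scan was tested on 4 control probes, whose signal on that array was between 0.914 and 1.01 times the mean of the other arrays, against 2.42 times for the miRNAs. The amount of RNA in the pool and the yield of exosomes were not tested.

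Whether the 2 calls of limma exceed chance was examined by exchanging the labels within months in all 8 distinct ways, the real one included. As many calls arose in 2 of the 8. The share cannot fall below 1 in 8 in this design, so chance cannot be excluded. The other such exchange, with 12 calls, turned all later months against 0 mo, and so added the groups' difference at time 0 to that at the later months.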
